A study of Mus musculus with 12 samples. Its data were reported in "Postnatal expansion of mesenteric lymph node stromal cells towards reticular and CD34+ stromal cell subsets" (2022).

How the data were processed

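Chromatin accessibility was measured by ATAC-seq in non-endothelial stromal cells (CD45- CD24- CD31- Pdpn+) sorted from gut-draining mesenteric lymph nodes (mLN) and skin-draining peripheral lymph nodes (pLN) of BALB/c mice. The mice were kept under specific pathogen-free (SPF) or germ-free (GF) conditions, which gave the groups mLN-SPF, pLN-SPF, mLN-GF and pLN-GF. The GF mice came from another facility than the SPF mice and the labels state other age ranges for them, although the study states that mice were matched for age and gender, and female unless stated otherwise. Housing cannot be separated from colony. The labels give BALB/c for all mice, while the study's methods name a CD90.1 line for SPF mice, so a strain difference is confounded with housing too. The labels do not say whether each library came from separate animals.

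The authors aligned reads with STAR 2.5.3a to mm10 (GRCm38), kept unique hits, removed duplicates with Picard, called broad peaks per library with MACS2, merged overlapping peaks and removed blacklisted ones. The authors then counted reads per merged peak and scaled them with DESeq2 1.22. No shift of the transposase insertion sites was stated. The deposited table gives one RPKM value per merged peak and library, that is reads per kilobase of peak, scaled to library size. It also gives the authors' log2 fold changes and adjusted p-values for 4 pairwise comparisons. The table held 42434 entries, of which 10 repeated a peak, and 42424 distinct peaks were analysed.

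The deposited column named for pLN-GF replicate 2 equalled the mean of the 5 other pLN columns in all 42434 entries (relative tolerance 1e-9). It holds no measurement of that library and was left out, which left 11 libraries (3 mLN-SPF, 3 pLN-SPF, 3 mLN-GF, 2 pLN-GF) and 1 column of values that belongs to no sample. In the 11 other columns, the RPKM value times the peak width was a whole multiple of a step per column in 100% of values (within 0.02 of a read). The reads per peak could therefore be recovered. They summed to between 2886129 and 10380493 reads in peaks per library. The median peak held 37 to 136 reads per library. Intervals and lower limits given for single peaks cover counting error only.

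The nearest genes of the deposited table did not match GRCm38. Of 9807 entries that it placed inside a gene, 14.2% lay inside that gene on GRCm38, and the median offset was 133072 bp. Each peak was therefore assigned to the protein-coding gene with the nearest transcription start site (TSS) in GENCODE vM21. This choice replaced the planned use of the deposited annotation and was made after the table was seen. Peaks were classed as promoter (within 1 kb of a TSS), coding exon, UTR, intron or intergenic. Of all peaks, 26.4% overlapped a protein-coding TSS, against 1.1% after a shift by 100 kb.

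Values were tested as log2(RPKM + 1) with limma 3.58.1 in R 4.3.3, with 4 group means, 7 residual degrees of freedom and moderated variances that follow the mean. The fold changes below are on this scale, which understates changes of weak peaks. A differentially accessible region (DAR) had a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. All p-values are two-sided. In all, 7 comparisons were made: mLN against pLN within SPF and within GF mice, SPF against GF within mLN and within pLN, the interaction of location and housing, and location and housing each averaged over the other factor. The thresholds, comparisons, gene lists, motifs, naming rule and most alternatives were fixed before the data were examined. They had been planned for 12 libraries.

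Gene lists (26) were tested with camera in limma on all peaks nearest to a member, with a preset correlation of 0.01 and again with an estimated one, adjusted over the lists. They covered genes named by the study for location, gut and splanchnic mesoderm and limb and body wall transcription factors, Hox genes, stromal subsets (CD34+ cells, T zone reticular cells, lymphoid tissue organizer and marginal reticular cells, perivascular cells), markers of other cells (blood and lymphatic endothelial, hematopoietic, mesothelial, epithelial and Schwann, adipocyte) and signaling and immune groups. The latter were BMP, Wnt, retinoic acid, prostaglandins, collagens and matrix, interferon response, interferon regulatory factors, inflammatory cytokines and chemokines, neutrophil attraction, microbial sensing, negative regulators of NF-kB, and immediate early and stress genes. Positions were compared with Fisher's exact test. Sequence matches to 22 consensus motifs were compared by logistic regression with log2 width and GC content as covariates (44 tests).

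Named peaks followed a fixed rule. For location it took the 10 largest changes in each direction in SPF mice with complete separation of the libraries, all genes of the study's list, and up to 4 genes per other list by adjusted p. For colonization it took all DARs where there were 10 or fewer, and otherwise the 5 largest in each direction with complete separation. The rule named 106 location peaks. The text gives only examples of these and leaves out the rest. Among the 103 that were DARs in SPF mice, examples that stayed DARs without each library in turn were preferred, a choice made after the values were seen.

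The pipeline was tested on simulated data with 100 peaks changed 2-fold and 100 changed 4-fold. In the location comparison in SPF mice 6% and 75% of these were called, in GF mice 6% and 65%, for colonization 10% and 61% in mLN and 4% and 64% in pLN, for averaged location 21% and 83%, and for averaged colonization 27% and 89%. Unchanged peaks called were 2, 2, 5, 0, 2 and 3 in the same order. Only 200 of 42424 simulated peaks changed. In the real location comparison in SPF mice 6250 peaks passed the adjusted p, which makes its cut less strict. The simulated shares for location therefore do not measure its sensitivity. A 2-fold change also lay at the fold threshold itself. The alternatives tried were other pseudocounts (0.1 and 5), filters on weak or narrow peaks, quantile and median-of-ratios scaling, variances without a trend, array weights, fits on the compared groups alone, voom on the recovered reads, a block for the replicate number, other thresholds, no X and Y, the authors' deposited results, and leaving out each library in turn. Where that left pLN-GF with 1 library, that library was assumed to vary like the other groups. Replicate numbers were not treated as pairs in the main fit. Of 15 pairs with the same number in different groups, 5 had a residual correlation over 0.1 (range -0.15 to 0.27). Pairs with different numbers ranged from -0.3 to 0.21. Of the 11 libraries, 6 correlated best with a library of their own number, so a batch by replicate number cannot be excluded. Annotation, motifs and figures used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.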

Results

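The accessible chromatin of lymph node stromal cells was compared between gut-draining (mLN) and skin-draining (pLN) nodes and between SPF and GF mice, to separate what the site of a node sets from what the microbiota sets. Over 11 libraries, 42424 peaks were measured, with a median width of 537 bp (98 to 3959 bp). Of these, 36.9% were intergenic, 30.1% intronic, 29.1% in promoters, 2.8% in coding exons and 0.9% in UTRs. The mLN-GF replicates 1, 2 and 3 held 3702387, 6104601 and 5445886 reads in peaks, and the mLN-SPF replicates 5144759, 5278824 and 2886129. The pLN-GF replicates 1 and 3 held 5302688 and 6804343, and the pLN-SPF replicates 10380493, 9328854 and 3049830. Across peaks, replicates correlated with r of 0.759 to 0.799 in mLN-SPF, 0.785 to 0.937 in pLN-SPF, 0.813 to 0.817 in mLN-GF and 0.892 in pLN-GF.

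The first principal component held 51.5% of the variance and separated the nodes. The mLN libraries scored -95.6 to -27.4 and the pLN libraries 50.3 to 96.6. Both mLN libraries numbered 2 stood apart from the rest of their groups, at -38.5 (GF) and -27.4 (SPF), nearer to the pLN side. The second component held 10.6%. On it the GF libraries scored 8.2 to 59 and the SPF libraries -56.8 to 34. The highest SPF scores were those of the 2 shallowest libraries, mLN-SPF replicate 3 (0.5) and pLN-SPF replicate 3 (34). Whether housing or depth sets this component was not tested.

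**Figure D1:**
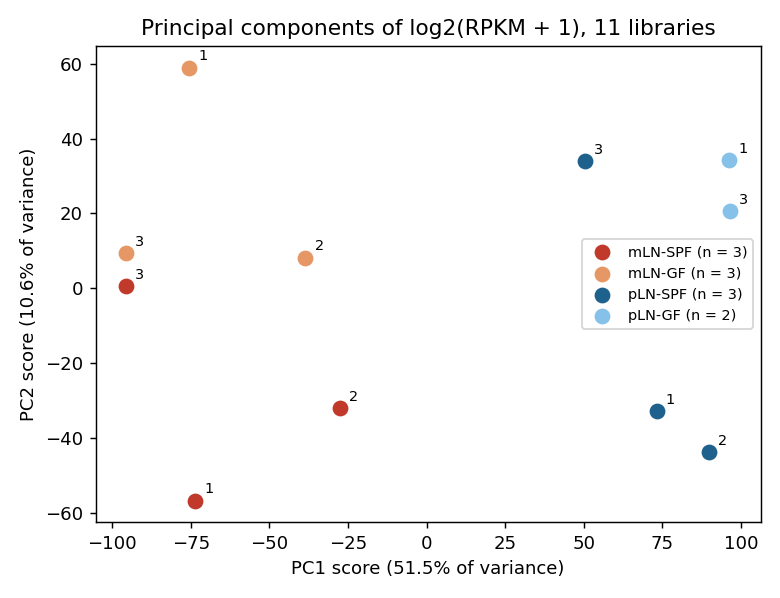
Scores of 11 libraries on the first (51.5% of variance, x axis) and second (10.6%, y axis) principal component of log2(RPKM + 1), one point per library, numbered by replicate. The mLN libraries lie between -95.6 and -27.4 on the first component and the pLN libraries between 50.3 and 96.6.

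In SPF mice, the promoters of 4 transcription factor genes given here differed between the nodes. The promoter of Nkx2-3, a homeobox gene needed for spleen and gut-associated lymphoid tissue, was open in mLN-SPF (73.6 ± 7.5 RPKM, SD, n = 3) and nearly closed in pLN-SPF (3.8 ± 2.7, n = 3) at chromosome 19, 43612120 to 43612503. Its log2 fold change, mLN over pLN, was 4.09 (SE 0.34, adjusted p = 0.000373). The promoter of Tcf21, a mesenchymal transcription factor of visceral organs (chromosome 10, 22819969 to 22820354), had 51.2 ± 7.1 RPKM in mLN-SPF and 5.8 ± 4.6 in pLN-SPF (log2 fold change 3.13, SE 0.39, adjusted p = 0.00131). The promoter of Tbx15, a T-box gene of limb and skin mesenchyme (chromosome 3, 99253023 to 99254040), went the other way, with 11.3 ± 0.7 RPKM in mLN-SPF and 58.0 ± 8.0 in pLN-SPF (-2.26, SE 0.21, adjusted p = 0.000466). The promoter of Emx2, a homeobox gene of the shoulder girdle and urogenital tract (chromosome 19, 59457414 to 59458784), rose from 12 ± 1.3 to 51.7 ± 7.0 RPKM from mLN-SPF to pLN-SPF (-2.01, SE 0.28, adjusted p = 0.0018).

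Across all peaks, limma called 4567 DARs between mLN-SPF and pLN-SPF, or 10.8% of the peaks, with 2754 higher in mLN and 1813 higher in pLN. They lay nearest to 3043 genes. At an unadjusted p under 0.05 there were 12680 peaks. In 97.7% of the DARs the 3 libraries of one node all lay above the 3 of the other. The share was 33.1% over all peaks, against a chance share of 10%. The DARs were selected on these same libraries, which raises their share by itself, so it is no separate support. The median SE was 0.267 and the median 95% half-width 0.57 on the log2 scale. The count was 2544 without mLN-SPF replicate 3, 2672 without pLN-SPF replicate 1, 2290 without pLN-SPF replicate 2, and 5866 without both mLN libraries numbered 2.

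**Figure D2:**
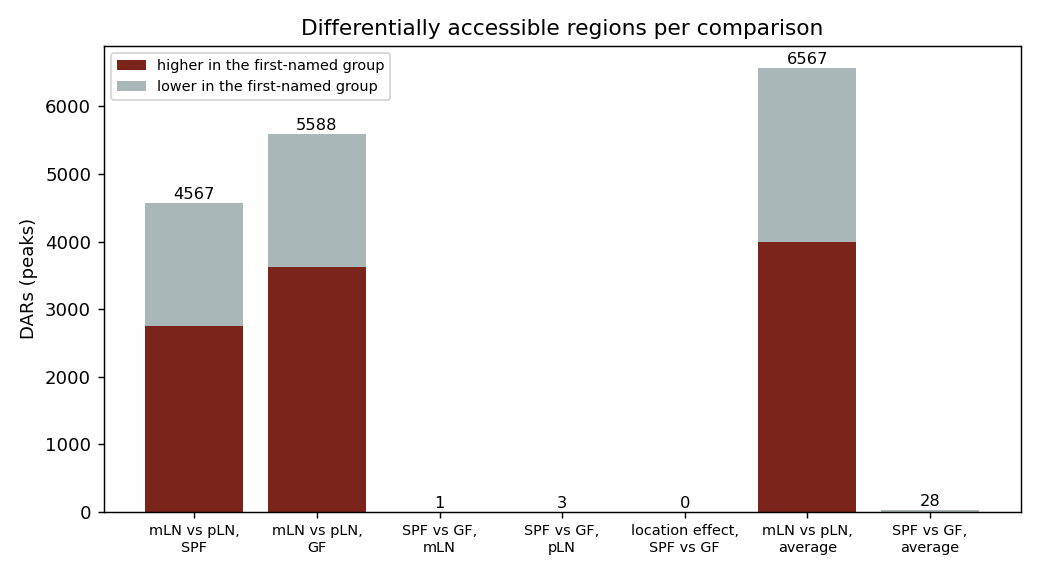
Number of DARs (y axis, peaks) in each of the 7 comparisons (x axis), split into those higher and lower in the group named first, with the total above each bar. Location gave 4567 DARs in SPF and 5588 in GF mice, and housing 1 in mLN and 3 in pLN.

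Among the largest changes with complete separation was also a peak near Sorcs3, a sortilin-related receptor gene, with 50.2 ± 22.3 RPKM in mLN-SPF and 2.9 ± 1.4 in pLN-SPF (3.68, SE 0.36). The peak nearest Trhde, which encodes a peptidase that degrades thyrotropin-releasing hormone, had a log2 fold change of 3.98 (SE 0.54), and the one nearest Impad1 4.01 (SE 0.53). Toward pLN, a peak 10:8618646 to 8619083 near Ust, a sulfotransferase gene of dermatan and chondroitin chains, rose to 68.0 ± 8.2 RPKM from 7.6 ± 2.2 in mLN-SPF (-3.03, SE 0.27, adjusted p = 0.000373). A peak in Wwc1, a regulator of the Hippo pathway, changed by -3.24 (SE 0.55). Each of these peaks stayed a DAR without each library in turn. Of the 103 named peaks that were DARs in SPF mice, 70 did so, and 65 stayed DARs under every alternative.

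The gene counts per list, here and below, were not tested against the 10.8% of all peaks that were DARs in SPF mice. A gene with many peaks can hold a DAR by number alone. Among 24 gut and splanchnic mesoderm transcription factor genes with a peak, 10 had a DAR higher in mLN-SPF and 5 one higher in pLN-SPF (12 and 5 adjusted over the list alone). Of these, 2 had both, Hlx and Meis1. Besides Nkx2-3 and Tcf21, a peak near Hlx, a homeobox gene of gut and liver mesenchyme, changed by 3.46 (SE 0.55) and an intronic peak of Wt1, a regulator of mesothelium and the urogenital ridge, by 2.63 (SE 0.33). The list as a whole did not shift (adjusted p = 0.478). Of 32 limb and body wall transcription factor genes, 7 had a DAR higher in mLN-SPF and 10 one higher in pLN-SPF, 2 of them both (9 and 10 adjusted over the list alone). The list did not shift (adjusted p = 0.282). Its gene count leaned the other way in GF mice, with 11 higher in mLN-GF and 8 higher in pLN-GF, 5 of them both (12 and 9 adjusted over the list alone; 4 and 4 without pLN-GF replicate 3). Averaged over housing the gene count did so too, with 13 and 10 (14 and 10 adjusted over the list alone). The DAR peaks of the list did not, with 9 higher in mLN-SPF and 19 higher in pLN-SPF, and 13 and 19 in GF mice. Its median log2 fold change was -0.05 in SPF and -0.18 in GF mice. Six2, a homeobox gene of limb tendons and kidney, changed by -1.63 (SE 0.30) near the gene, while Irx3, an Iroquois gene of limb patterning, changed by 2.09 (SE 0.32). Of 20 Hox genes only Hoxd3, which helps pattern the neck vertebrae, had a DAR (-1.35, SE 0.29), and the list gave an adjusted p of 0.455 (0 and 1 adjusted over the list alone). Leaving out 1 library gave 7 to 11 and 2 to 6 genes of the gut list, lowest without mLN-SPF replicate 3 (7 and 3) and pLN-SPF replicate 2 (9 and 2), and 8 and 3 without pLN-SPF replicate 1. For the limb list these 3 libraries gave 4 and 6, 4 and 6, and 6 and 6 genes.

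**Figure D3:**
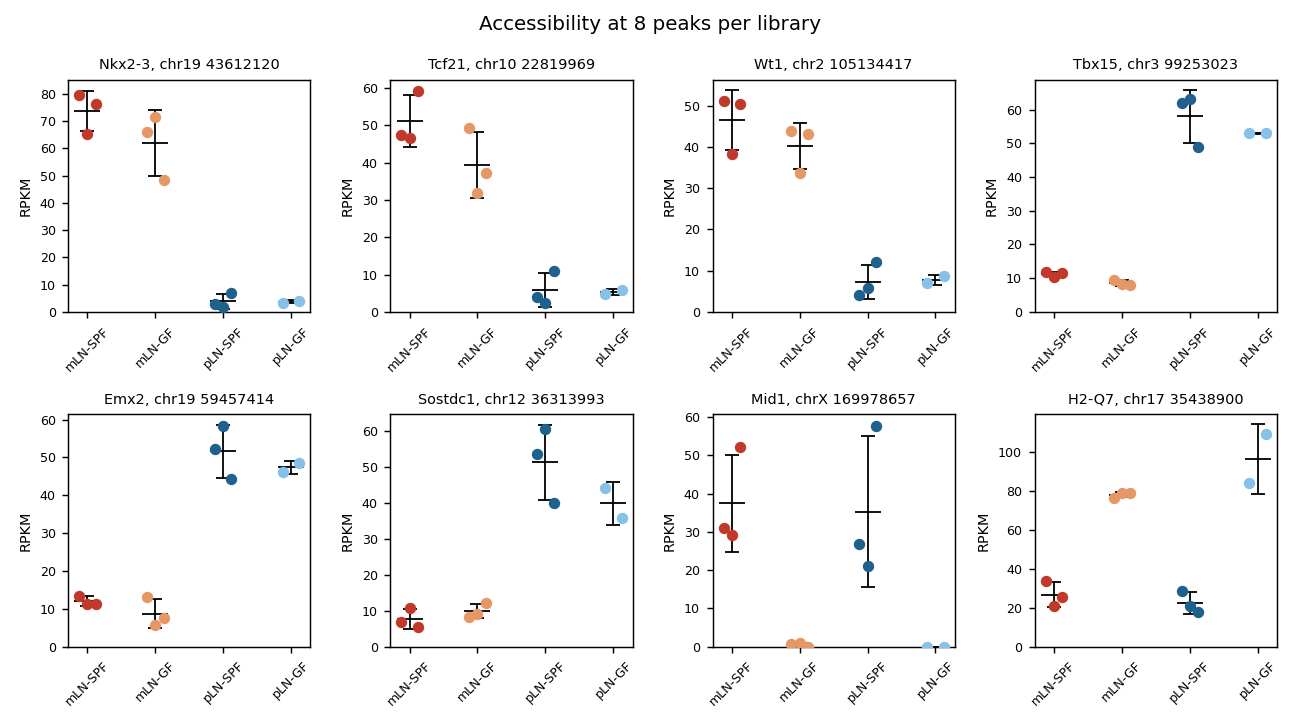
RPKM (y axis, from 0) of 8 peaks in each library, one point per library, with the group mean as a line and the SD as error bars (n = 3, and n = 2 in pLN-GF). Nkx2-3, Tcf21 and Wt1 are higher in mLN, Tbx15, Emx2 and Sostdc1 higher in pLN, and Mid1 and H2-Q7 differ between SPF and GF.

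The list of 15 genes that the study named for location had 13 genes with a peak. It had been chosen partly on these samples, so its count is not independent evidence. In SPF mice, 8 of the genes had a DAR higher in mLN and 5 one higher in pLN (8 and 6 adjusted over the list alone; adjusted p of the list 0.785). Of these, 3 had both, Gdf6, Meis1 and Tcf4. Peaks near Gdf6 (2.02, SE 0.36), a BMP family ligand of joint formation, in Ptgis (1.65, SE 0.29), the prostacyclin synthase gene, near Foxn2 (1.49, SE 0.27) and in Tcf4 (1.79, SE 0.36), both transcription factor genes, were higher in mLN. A peak near Cxcl13, the chemokine that draws B cells into follicles, was higher in pLN (-1.67, SE 0.30). The promoter of Isl1, a homeobox gene of heart and hindlimb progenitors, changed by 1.82 (SE 0.42, adjusted p = 0.0132), a call lost without mLN-SPF replicate 3 (1.46) or pLN-SPF replicate 1 (1.43). The intronic Meis2 peak changed by 2.10 (SE 0.48, adjusted p = 0.0124), lost without pLN-SPF replicate 1 (1.63). No DAR lay nearest Cxcl9 (-1.22, adjusted p = 0.127), Aldh1a2 (0.71, adjusted p = 0.334) or Hoxd1 (-0.45, adjusted p = 0.386). The counts were 6 and 3 without mLN-SPF replicate 3 and 7 and 2 without pLN-SPF replicate 2.

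Peaks near marker genes of stromal subsets were compared between the nodes. No subset was sorted, so proportions of cells cannot be told apart from accessibility within a subset. Of 28 genes of CD34+ stromal cells, found at the capsule and around large vessels, 13 had a DAR higher in mLN-SPF and 2 one higher in pLN-SPF (14 and 2 adjusted over the list alone). Examples were Dpp4, a fibroblast progenitor marker (1.99, SE 0.31), Dpt, which encodes the matrix protein dermatopontin (2.17, SE 0.37), and the promoter of Mfap5, a microfibril gene (1.49, SE 0.23). The list was higher in mLN-SPF (adjusted p = 0.000384, and adjusted p = 0.185 with an estimated correlation). Of 20 T zone reticular cell genes, 7 had a DAR higher in pLN-SPF and 1 one higher in mLN-SPF (9 and 1 adjusted over the list alone), and the list was lower in mLN-SPF (adjusted p = 0.000384, and adjusted p = 0.271 with an estimated correlation). Cxcl12, a chemokine of reticular cells, changed by -1.62 (SE 0.34) near the gene and Il33, an alarmin of reticular cells, by 1.76 (SE 0.29). Of 12 lymphoid tissue organizer and marginal reticular cell genes, 3 had a DAR higher in pLN-SPF, among them Cxcl13 and the promoter of Dsc2, a desmosome gene (-1.32, SE 0.22), and 1 one higher in mLN-SPF, Pthlh, a parathyroid hormone-like gene (2.72, SE 0.43). These counts were the same adjusted over the list alone, and the list was lower in mLN-SPF (adjusted p = 0.00536, and adjusted p = 0.373 with an estimated correlation). Without mLN-SPF replicate 3, pLN-SPF replicate 1 or pLN-SPF replicate 2, 2 T zone genes had a DAR higher in pLN-SPF, and without mLN-SPF replicate 2 the CD34+ genes gave 15 and 4. With only the peak nearest each gene, the organizer list lost its call (adjusted p = 0.0895).

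Marker genes of other cells were counted as well, among them endothelial and hematopoietic cells, which the sort removes. Of 16 perivascular and smooth muscle genes, 2 had a DAR higher in pLN-SPF and 1 one higher in mLN-SPF (4 and 2 adjusted over the list alone), and the list was lower in mLN-SPF (adjusted p = 0.000815, and adjusted p = 0.373 with an estimated correlation). A peak near Kcnj8, a pericyte potassium channel gene, changed by -1.75 (SE 0.29). Of 11 mesothelial genes, Wt1 and Upk3b had a DAR higher in mLN-SPF and none one higher in pLN-SPF (3 and 0 adjusted over the list alone). That list was higher in mLN-SPF (adjusted p = 0.00379, and adjusted p = 0.271 with an estimated correlation), and lost its call with only the peak nearest each gene (adjusted p = 0.0501). The Upk3b peak (1.40, SE 0.40) was no DAR without mLN-SPF replicate 1 (1.12) or 3 (1.40) or pLN-SPF replicate 1 (1.09) or 2 (1.34). Of 17 blood endothelial genes, 4 had a DAR higher in pLN-SPF and 2 one higher in mLN-SPF, unchanged adjusted over the list alone (adjusted p of the list 0.0697). Examples were Cdh5, the endothelial cadherin gene (-1.49, SE 0.23), Sox7 (-1.86, SE 0.35) and Erg (-2.01, SE 0.43), both endothelial transcription factor genes. Of 8 lymphatic endothelial genes, 1 had a DAR, near Ackr4, a chemokine scavenger gene (2.18, SE 0.43; list adjusted p = 0.15). Of 9 hematopoietic genes, 1 did, near Ptprc, which encodes CD45 (-1.03, SE 0.21; list adjusted p = 0.211), a call lost without mLN-SPF replicate 1 (-0.90) or pLN-SPF replicate 3 (-0.95). The 9 adipocyte genes gave 2 higher in mLN-SPF and 1 higher in pLN-SPF, Cebpa (-1.71, SE 0.39; list adjusted p = 0.569). The 9 epithelial and Schwann cell genes gave 1 and 2 (list adjusted p = 0.74). For these last 4 lists the counts were the same adjusted over the list alone. Leaving out 1 library, perivascular genes gave 0 to 2 and 1 to 6 (0 and 6 without mLN-SPF replicate 2), mesothelial genes 1 to 3 and 0, and blood endothelial genes 0 to 3 and 3 to 5 (0 and 3 without pLN-SPF replicate 2).

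**Figure D4:**
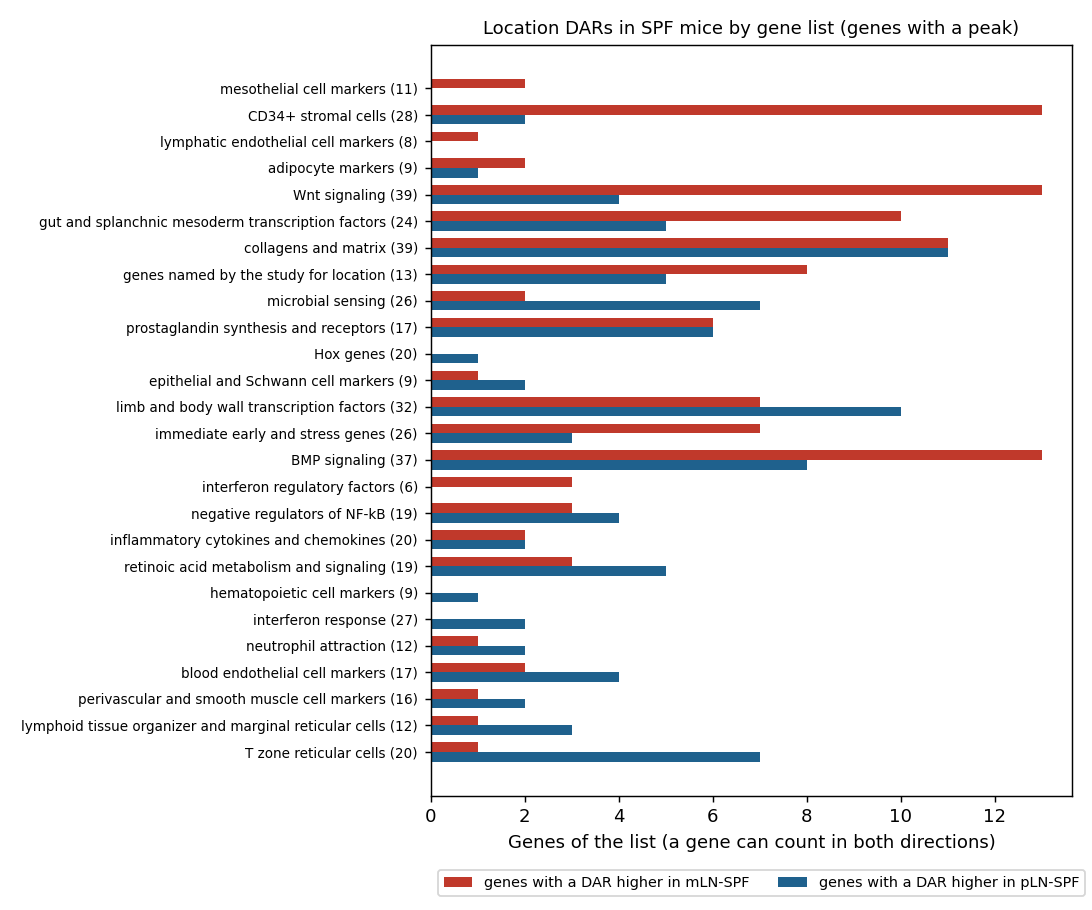
Number of genes of each list (y axis, with the genes that had a peak in brackets) whose peaks held a DAR higher in mLN-SPF or higher in pLN-SPF (x axis, genes). CD34+ stromal cell genes gave 13 and 2, T zone reticular cell genes 1 and 7.

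Signaling genes had DARs in both directions, where 10.8% of all peaks were DARs. Toward mLN-SPF and pLN-SPF, DARs were 23 and 11 of 233 BMP peaks and 19 and 4 of 197 Wnt peaks. They were 16 and 17 of 297 matrix, 13 and 7 of 77 prostaglandin and 4 and 5 of 94 retinoic acid peaks. Of 37 BMP signaling genes, 13 had a DAR higher in mLN-SPF and 8 one higher in pLN-SPF, 4 of them both (14 and 8 adjusted over the list alone; adjusted p = 0.667). The promoter of Sostdc1, a secreted BMP and Wnt antagonist (chromosome 12, 36313993 to 36314245), had 7.8 ± 2.8 RPKM in mLN-SPF and 51.4 ± 10.4 in pLN-SPF (-2.60, SE 0.29), while peaks near the ligand gene Bmp6 (2.11, SE 0.27) and in the procollagen protease gene Bmp1 (1.70, SE 0.29) were higher in mLN-SPF. Of 39 Wnt genes, 13 had a DAR higher in mLN-SPF and 4 one higher in pLN-SPF, 2 of them, Dkk2 and Sfrp2, both (14 and 4 adjusted over the list alone; adjusted p = 0.455). Among the DARs higher in mLN-SPF were those of Tcf7l2, a Wnt effector (1.80, SE 0.25), and the antagonists Dkk2 (2.17, SE 0.34) and Frzb (1.94, SE 0.33). Of 39 collagen and matrix genes, 11 had DARs in each direction, 5 of them, Thbs1 included, both (11 and 11 adjusted over the list alone; adjusted p = 0.707). Peaks of Postn, the periostin gene (2.13, SE 0.23), and Thbs1, the thrombospondin gene (1.90, SE 0.34), changed toward mLN-SPF and 1 of Timp3, a metalloproteinase inhibitor (-1.57, SE 0.28), toward pLN-SPF. Of 17 prostaglandin genes, 6 had a DAR in each direction, 3 of them both (6 and 9 adjusted over the list alone; adjusted p = 0.875). Ptgs1, which encodes cyclooxygenase 1, was among the 3, with a peak at 1.60 (SE 0.25). Of 19 retinoic acid genes, 3 had a DAR higher in mLN-SPF and 5 one higher in pLN-SPF (4 and 7 adjusted over the list alone; adjusted p = 0.483), the latter including Rarb, a retinoic acid receptor gene (-1.79, SE 0.28). Without pLN-SPF replicate 2 the BMP, Wnt, matrix, prostaglandin and retinoic acid lists gave 8 and 3, 7 and 2, 6 and 5, 5 and 1, and 1 and 2 genes. Each SPF library moved at least 1 of these counts by over 1.5 times, within ranges of 7 to 15 and 3 to 10, 7 to 17 and 2 to 9, 6 to 18 and 5 to 14, 4 to 8 and 1 to 10, and 1 to 4 and 1 to 6.

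Innate immune genes changed in both directions, without a shift of any list. Of 26 microbial sensing genes, 7 had a DAR higher in pLN-SPF and 2 one higher in mLN-SPF, the same adjusted over the list alone (adjusted p = 0.478). An intronic peak of Nod2, a sensor of bacterial cell wall fragments (-1.83, SE 0.32), peaks near its kinase gene Ripk2 (-1.45, SE 0.24) and near the RNA sensor gene Tlr3 (-1.54, SE 0.28) were higher in pLN-SPF, and an intronic peak of Tlr5, the flagellin receptor gene (2.00, SE 0.33), was higher in mLN-SPF. Of 20 inflammatory cytokine and chemokine genes, 2 had a DAR in each direction (2 and 3 adjusted over the list alone; adjusted p = 0.455), with Ccl2, a monocyte chemokine, at 2.04 (SE 0.34). The 27 interferon response genes gave 0 and 2 (0 and 2 adjusted over the list alone; adjusted p = 0.0556), and of 6 interferon regulatory factor genes 3 were higher in mLN-SPF, also adjusted over the list alone (adjusted p = 0.875), such as Irf8, a factor of myeloid cells (2.14, SE 0.42). The 19 genes of negative NF-kB regulators gave 3 and 4, also adjusted over the list alone (adjusted p = 0.455), with Otud7b, a deubiquitinase gene, at 1.96 (SE 0.34) and Usp10, another, at -1.69 (SE 0.36). The 12 neutrophil attraction genes gave 1 and 2 (1 and 2 adjusted over the list alone; adjusted p = 0.0854). The 26 immediate early and stress genes gave 7 and 3, the same adjusted over the list alone (adjusted p = 0.707), with Klf4 (2.07, SE 0.30) and Fosb (1.50, SE 0.26), both activity-induced transcription factor genes, toward mLN-SPF. Without pLN-SPF replicate 2 the sensing and immediate early lists gave 1 and 5, and 2 and 1 genes, and without mLN-SPF replicate 3 they gave 1 and 5, and 3 and 2. Without pLN-SPF replicate 1 no interferon response gene had a DAR, and without mLN-SPF replicate 2 there were 5. In 3 lists the median and the mean log2 fold change differed in sign: the study's list (-0.02 and 0.13), interferon regulatory factors (-0.05 and 0.07) and prostaglandin genes (-0.03 and 0.06).

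In GF mice the nodes were compared in the same way. Nkx2-3 (3.71, SE 0.39), Tcf21 (2.64, SE 0.43) and Wt1 (2.23, SE 0.36) were higher in mLN-GF (n = 3) than in pLN-GF (n = 2), and Tbx15 (-2.49, SE 0.24), Emx2 (-2.39, SE 0.31) and Sostdc1 (-1.92, SE 0.32) were lower. The peak near Irx3 changed by 3.58 (SE 0.36), that in Ptgis by 3.20 (SE 0.32), that near Il33 by 3.51 (SE 0.33) and that near Ust by -3.46 (SE 0.31). All these peaks stayed DARs without each library in turn. Of 28 CD34+ stromal cell genes, 18 had a DAR higher in mLN-GF and 5 one higher in pLN-GF, the same adjusted over the list alone (adjusted p = 0.000931, and adjusted p = 0.195 with an estimated correlation). T zone reticular cell genes gave 2 and 9 (2 and 9 adjusted over the list alone; adjusted p = 0.00226), organizer and marginal reticular cell genes 2 and 3 (2 and 4; 0.00844), perivascular genes 1 and 4 (1 and 6; 0.0193) and mesothelial genes 3 and 0 (3 and 1; 0.0193), each with an adjusted p = 0.445 with an estimated correlation. The mesothelial list lost its call without mLN-GF replicate 2 (adjusted p = 0.0655) or pLN-GF replicate 3 (0.129), and the perivascular list without mLN-GF replicate 3 (0.0554) or pLN-GF replicate 3 (0.203).

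In total 5588 peaks were DARs between mLN-GF and pLN-GF, 13.2% of the peaks, with 3629 higher in mLN and 1959 higher in pLN, nearest to 3551 genes. At an unadjusted p under 0.05 there were 12532 peaks. The count was 3481 without mLN-GF replicate 3, 2315 without pLN-GF replicate 1, 2358 without pLN-GF replicate 3, and 6476 without both mLN libraries numbered 2. Of 77 named peaks that were DARs in GF mice, 42 stayed DARs without pLN-GF replicate 1 and 51 without pLN-GF replicate 3. The smallest number of T zone genes higher in pLN-GF was 1, without either pLN-GF library, and CD34+ genes gave 14 and 0 without replicate 1 and 13 and 1 without replicate 3.

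Location effects were shared between housings, in comparisons whose group means have no library in common. Both took the variance of each peak from the same fit of 11 libraries. The calls are therefore not independent, and the numbers from independence below are only a reference. Of the DARs higher in mLN-SPF, such as those of Nkx2-3 and Tcf21, 2123 were also DARs higher in mLN-GF, or 77.1%, against 235.6 from independence. Of those higher in pLN-SPF, such as those of Tbx15 and Ust, 966 were shared, or 53.3%, against 83.7 from independence. No peak was a DAR in opposite directions. Of the SPF DARs, 99% had the same sign in GF mice, with a median absolute log2 fold change of 1.42 in SPF and 1.49 in GF mice. Across peaks, which are not independent replicates, the location effects correlated with r = 0.83 (Spearman's rho 0.79). The 3089 shared DARs became 1936 without mLN-SPF replicate 3, 1957 and 1720 without pLN-SPF replicates 1 and 2, and 1601 and 1526 without pLN-GF replicates 1 and 3.

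Averaged over housing, 6567 peaks were DARs, 3999 higher in mLN and 2568 higher in pLN (17742 at an unadjusted p under 0.05). CD34+ stromal cell genes were higher in mLN (15 and 4 of 28 genes, also adjusted over the list alone; adjusted p = 0.000268, and adjusted p = 0.168 with an estimated correlation). T zone reticular cell genes were lower (2 and 9 of 20 genes, also adjusted over the list alone; adjusted p = 0.000268, and adjusted p = 0.331 with an estimated correlation). Perivascular and smooth muscle genes (2 and 5 of 16 genes; adjusted p = 0.00317, and 0.371 with an estimated correlation) and organizer and marginal reticular cell genes (2 and 3 of 12 genes; 0.00381 and 0.371) were lower too. Mesothelial genes were higher (3 and 0 of 11 genes; 0.00625 and 0.331). Their counts were the same adjusted over the list alone. Without both mLN libraries numbered 2 the count of DARs was 8013.

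DARs between the nodes lay away from promoters, with exceptions such as Nkx2-3, Tcf21, Tbx15, Emx2 and Sostdc1. Of the SPF DARs, 3.3% were in promoters, against 32.3% of the other peaks (odds ratio 0.0708; Fisher's exact p = 2.94e-301 for those higher in mLN and p = 8.35e-216 for those higher in pLN). In the same exact test, intronic peaks made up 40.3% against 29.0% (odds ratio 1.66, p = 1.17e-53) and intergenic peaks 51.6% against 35.2% (odds ratio 1.96, p = 5.2e-101). By exact test, coding exons held 3.4% against 2.8% (odds ratio 1.25, p = 0.0123) and UTRs 1.4% against 0.8% (odds ratio 1.74, p = 0.000145). In the same exact test, peaks higher in pLN alone did not pass for coding exons (odds ratio 1.04, p = 0.77) or UTRs (odds ratio 1.36, p = 0.183). Within 3 kb of a TSS lay 6.5% against 35.9% (odds ratio 0.125). In GF mice the promoter odds ratio was 0.0665. DARs were narrower, with a median of 321 bp (higher in mLN) and 478 bp (higher in pLN) against 564 bp for other peaks, and had a median GC content of 48.2%, 46.0% and 52.3%.

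Transcription factor motifs differed by direction. The AP-1 motif, bound by Fos and Jun proteins, occurred in 32.3% of peaks higher in mLN-SPF and in 20.6% of other peaks (odds ratio 1.70 with width and GC as covariates, 95% interval 1.56 to 1.85, adjusted p = 1.53e-31). The NF-kB motif occurred in 29.3% of peaks higher in pLN-SPF and in 16.4% of other peaks (odds ratio 2.47, 95% interval 2.21 to 2.75, adjusted p = 2.17e-57), and in 5.4% of peaks higher in mLN-SPF (odds ratio 0.421). In peaks higher in pLN-SPF the motifs of HOX-PBX (odds ratio 1.42), TWIST (1.29), MEIS (1.26) and the TCF21 E-box (1.24) were more frequent, and in peaks higher in mLN-SPF that of GATA (1.20). The NKX2 motif occurred in 10.9% of peaks higher in mLN-SPF and in 11.6% of other peaks, and its odds ratio lay above 1 only with the covariates (1.17, adjusted p = 0.0424, and 0.796 toward pLN-SPF). Within 200 bp around the peak center both NKX2 calls were lost (adjusted p = 0.265 and 0.109), as was SP/KLF toward mLN-SPF (adjusted p = 0.0576). The IRF motif was less frequent in peaks higher in mLN-SPF (0.586). CTCF (0.137 and 0.13), ETS (0.245 and 0.193) and SP/KLF (0.623 and 0.561) were less frequent in both directions. Promoter class was no covariate and few DARs lay in promoters, so motif content was not separated from position. In all, 17 of 44 tests passed. In GF mice the odds ratio was 2.09 for AP-1 toward mLN, 2.56 for NF-kB toward pLN, 1.11 for MEIS toward mLN (adjusted p = 0.0283) and 1.08 toward pLN (adjusted p = 0.241), and 1.14 and 1.16 for TWIST toward mLN and pLN (adjusted p = 0.00447 and 0.00706).

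Few peaks were called for housing, where only 10% (mLN) and 4% (pLN) of simulated 2-fold changes were called. The clearest lay at Mid1, a ubiquitin ligase gene that spans the boundary of the pseudoautosomal region in mice. This peak (chromosome X, 169978657 to 169979001) was classed as promoter. It lay 450 bp from the TSS of an annotated transcript, which need not start at the main promoter of the gene. It had 37.5 ± 12.7 RPKM in mLN-SPF (n = 3) and 35.3 ± 19.7 in pLN-SPF (n = 3), 0.6 ± 0.5 in mLN-GF (n = 3) and 0 in both pLN-GF libraries. In mLN it held 161 reads in SPF and 3 in GF libraries, a ratio of reads scaled to depth of 61.5 (95% exact interval 20.7 to 301). In pLN it held 227 and 0 reads, at least 32.5-fold higher in SPF by the lower limit of the 95% exact interval. The fitted log2 fold change was 4.64 in mLN (SE 0.47, adjusted p = 0.00461) and 5.05 in pLN (SE 0.53, adjusted p = 0.00635). The mLN call was lost without mLN-SPF replicate 1 (4.74), and the pLN call without pLN-GF replicate 1 (5.05).

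This was the 1 DAR of the mLN comparison (SPF over GF), with 3441 peaks at an unadjusted p under 0.05. The count became 3 without mLN-GF replicate 2, 0 without mLN-SPF replicate 1, 2 without mLN-SPF replicate 3 or pLN-SPF replicate 1, and 3 without pLN-SPF replicate 3. Without both mLN libraries numbered 2 it was 0.

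In pLN, the 3 DARs (2636 peaks at an unadjusted p under 0.05) were Mid1 and 2 peaks that were lower in SPF mice. The promoter peak of H2-Q7, a nonclassical MHC class I gene (chromosome 17, 35438900 to 35439281), had 22.5 ± 5.6 RPKM in pLN-SPF and 96.6 ± 17.9 in pLN-GF (-2.07, SE 0.23, adjusted p = 0.00846). It lies in a family of similar genes, where only uniquely aligned reads count. In mLN it had 26.7 ± 6.5 and 78.2 ± 1.3 RPKM (-1.54, adjusted p = 0.0747). An intergenic peak whose nearest gene was C1qtnf3, an adipokine gene (chromosome 15, 10869897 to 10870181), had 7.1 ± 1.8 RPKM in pLN-SPF and 48.5 ± 7.6 in pLN-GF (-2.64, SE 0.31, adjusted p = 0.00846). Both calls in pLN were lost without pLN-GF replicate 1 (-2.26 and -2.79) or 3 (-1.88 and -2.48). The count became 7 without pLN-GF replicate 3, and array weights gave 367 and voom 47. With the compared groups alone it fell to 0, with Mid1 at 5.05 (adjusted p = 0.113), H2-Q7 at -2.07 (0.113) and the C1qtnf3 peak at -2.64 (0.14). With the mean column kept it was also 0, with 3.56 (adjusted p = 0.732), -1.78 (0.08) and -2.30 (0.08).

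Averaged over location, SPF and GF libraries differed in 28 DARs near 27 genes, 3 higher in SPF and 25 higher in GF mice, with 4736 peaks at an unadjusted p under 0.05. Mid1 (4.84, SE 0.35, adjusted p = 6.7e-05), H2-Q7 (-1.80, SE 0.16, adjusted p = 0.000339) and the C1qtnf3 peak (-2.03, SE 0.21, adjusted p = 0.00157) stayed DARs under all alternatives in which they were tested, Mid1 not being tested without X and Y. A second Mid1 peak in a coding exon (X, 169987487 to 169987810) changed by 3.74 (adjusted p = 0.0313), with 73 and 2 reads in mLN (ratio 41.8, 95% exact interval 11.2 to 352) and 103 and 0 in pLN (at least 14.6-fold by the lower limit of the 95% exact interval). Its pLN-SPF libraries varied widely (24.4 ± 30.4 RPKM), which the interval leaves out. An intronic peak of Gnai3, a G protein subunit gene, changed by -1.87 (SE 0.24, adjusted p = 0.0111), a call lost without mLN-GF replicate 1 (-1.78) or 2 (-1.81) or either pLN-GF replicate (-1.87 and -1.87). Of the 28 DARs, 60.7% showed complete separation, against 0.8% of all peaks, but selection on the same libraries raises the former share by itself. The count was 4, 6 and 7 without mLN-GF replicates 1, 2 and 3, 10 without mLN-SPF replicate 1, 5 and 3 without pLN-GF replicates 1 and 3, and 8, 5 and 49 without pLN-SPF replicates 1, 2 and 3, and voom gave 137. No list was called for housing, and across peaks the housing effects in mLN and pLN correlated with r = 0.28 (Spearman's rho 0.30).

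No gene had a location effect that differed between SPF and GF mice by the interaction test. With limma 0 peaks passed, 1485 had an unadjusted p under 0.05 and the smallest adjusted p was 0.887. With voom 0 passed and 1297 had an unadjusted p under 0.05. Without pLN-GF replicate 1 the limma count was 1. The difference of the location effects, SPF minus GF, was 0.38 (SE 0.52) at the Nkx2-3 promoter and 0.23 (SE 0.32) at the Tbx15 promoter. The median 95% half-width of the interaction was 0.86 on the log2 scale, before adjustment over all peaks.

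The authors' deposited table gives, at the same thresholds, 5323 DARs for location in SPF mice (3317 higher in mLN and 2006 higher in pLN), of which 4011 are among the 4567 here. For location in GF mice the authors' deposited table gives 6347, with 5243 shared. For colonization the authors' deposited table gives 11 in mLN (3 higher in SPF, 8 in GF), with 1 shared, the Mid1 peak classed as promoter, and 64 in pLN (14 and 50), with 3 shared. All of these peaks had the same sign here. In mLN its adjusted p was missing for 2468 peaks. The fold changes in the authors' deposited table followed the means of the deposited columns less closely where mLN-SPF took part (r = 0.943 across peaks against mLN-GF and 0.9765 against pLN-SPF) than for location in GF mice (0.9997). The inputs of its fits and of those here may therefore not be alike.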

Values the study reported

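The study reported a merged set of 42,434 peaks over its libraries. It described 5327 differentially accessible regions between mLN and pLN stromal cells of SPF mice. Between SPF and GF mice it reported 11 such regions in mLN and 64 in pLN.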

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

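The alternatives with the mean column kept, without the 2 shallowest libraries, without both mLN libraries numbered 2, with thinned reads, with GC and width centred, and with deposited symbols were chosen after seeing the data. No scaling moved the median log2 fold change of all peaks by over 0.05. For single named peaks and motifs, 6215 values kept direction and side of the threshold, 84 gained and 467 lost a call, and 6 reversed. The reversed ones, all of location in GF mice and none of them a call, were Upk3b (-0.01 with quantile scaling, -0.61 thinned, -0.13 with GC and width centred, -0.23 to 0.51 leaving out 1 library) and S100a9 (0.16 without both mLN libraries numbered 2, and -0.37 to 0.16 leaving out 1 library). Causes were not tested unless an alternative tests fewer peaks or libraries.

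Leaving out each library in turn gave 2290 to 5939 location DARs in SPF mice, 2315 to 6149 in GF mice and 5905 to 7403 averaged, 0 to 3 and 2 to 7 colonization DARs in mLN and pLN and 3 to 49 averaged, 0 to 1 interaction peaks and 1526 to 3609 shared location DARs. Lists called were 5 to 6 for location in SPF, 3 to 5 in GF mice and 5 to 7 averaged, 0 to 1 for averaged colonization and 0 to 0 for colonization in mLN, in pLN and for the interaction.

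Without the 25% weakest peaks, location gave 2688 (SPF), 3237 (GF) and 3549 (averaged) DARs, 1848 shared, and colonization in mLN 0. At an adjusted p under 0.01, location gave 1763 (SPF) and 2633 (GF), 1101 shared, and averaged colonization 4. Without a fold threshold averaged location gave 13331. Colonization in mLN gave 0 with a pseudocount of 0.1, without X and Y, with the mean column and without both mLN libraries numbered 2, then 2 with a pseudocount of 5, without narrow peaks, with a replicate block and with GC and width centred, 3 with voom and without the 2 shallowest libraries, and 11 in the authors' deposited table. Colonization in pLN gave 6 with a pseudocount of 0.1, 5 without narrow peaks and with a block, 367 with array weights, 0 with the compared groups alone and with the mean column, 47 with voom, 64 in the authors' deposited table, 24 without the 2 shallowest libraries, 9 thinned and 7 (4 higher in SPF) with GC and width centred. The interaction gave 1 thinned. Averaged colonization gave 18 with quantile scaling, 17 without a variance trend, 142 with array weights, 137 with voom, 149 without the 2 shallowest libraries, 3 without both mLN libraries numbered 2, 4 thinned and 15 (5 higher in SPF, 10 in GF) with GC and width centred. With an estimated correlation, and with deposited symbols, 0 lists were called for location in SPF, in GF and averaged. With only the peak nearest each gene 1 list was called for colonization in mLN and 1 averaged, and without the 2 shallowest libraries 1 averaged.

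With a block for the replicate number, location gave 5065 (SPF), 7359 (GF) and 7280 (averaged) DARs, 3805 shared, and averaged colonization 24. At this depth and size, and with only 200 peaks changed, 4-fold changes between 2 groups were called in 61% to 75% of simulated peaks. For 2-fold changes, which lie at the fold threshold, the share was 4% to 10%. Many more peaks changed in the location data, so these shares do not give its sensitivity.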

Other observations

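Tests of low depth and of another assembly were chosen after the result was seen, as were 3 conditions named below. Some peaks higher in GF mice are given here, picked after their values were seen, and no gene list was called for housing. Peaks near Ednrb, an endothelin receptor gene (-1.59, SE 0.23, adjusted p = 0.0255), Serpine2, a protease inhibitor gene (-2.17, SE 0.34, adjusted p = 0.0303), and Lacc1, a metabolic regulator of macrophages (-1.53, SE 0.22, adjusted p = 0.0255), were more open in GF than in SPF libraries averaged over location. The peak near Il33 was the only 1 of the 28 DARs besides the Mid1 peaks that was higher in SPF mice (1.40, SE 0.22, adjusted p = 0.0303), with a log2 fold change of 0.52 in mLN and 2.27 in pLN. The interaction at that peak was -1.75 (SE 0.44, unadjusted p = 0.00128, adjusted p = 1), which did not pass. The count of 28 fell to 3 without pLN-GF replicate 3 and rose to 49 without pLN-SPF replicate 3, so that single calls depend on the libraries.

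The colonization counts here, from 2 measured pLN-GF libraries and a test on log2 RPKM, were 1 in mLN and 3 in pLN. Both are lower than the values quoted from the study above, but the pLN count ranged from 0 with the compared groups alone to 367 with array weights (47 with voom), and the mLN count from 0 to 3.

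The 2 called Mid1 peaks held 564 reads in SPF and 5 in GF libraries, and the 2 uncalled ones 195 and 181, and 2838 and 939. The study states matched mice, and a difference in sex could change the number of X copies at most 2-fold. The lower limits of the ratio, for counting error only, were 20.7 (mLN) and 32.5 (pLN) at 1 called Mid1 peak. They were 11.2 and 14.6 at the other, which varied widely between pLN-SPF libraries (24.4 ± 30.4 RPKM). These values argue against X copy number as the account of the 2 called Mid1 peaks. Other effects of sex there, and sex as an account of H2-Q7, stay open. The median difference of -0.098 (log2, SPF minus GF) over 1030 other X peaks met the bound written beforehand against a difference in sex (within 0.15 of 0). That bound was wrong because X inactivation leaves 1 active X in either sex, and a condition on Y genes was added after the values were seen. The 13 Y peaks held 423 to 1090 reads in every library, but none was nearest to the male-specific genes Ddx3y, Kdm5d, Eif2s3y or Uty, so these reads do not give the sex. A variant of copy number or sequence at Mid1 in one colony stays open too: the 7 uncalled peaks from there to the end of X had a median of -0.26 (quartiles -0.74 to -0.11). This met the bound written beforehand against such a variant (below 0.25), but the bound was wrong for a variant limited to the called peaks, which leaves neighbours in place, and a condition for it was added after the values were seen. A haplotype around H2-Q7 also stays open, since 3.4% of the 178 MHC peaks had an unadjusted p under 0.01 against 3.3% elsewhere (Fisher's exact p = 0.832), and an effect of the microbiota cannot be told apart from these because housing and colony coincide.

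The mLN libraries numbered 2 of both housings lay toward pLN on the first component. Low depth is argued against, since 3 of the 4 other mLN libraries had fewer reads than the shallower of the pair. Of the reads in peaks, 55.5% lay in promoter peaks for the lower of the pair, within the 53.9% to 58.6% of the others. This met the bound written beforehand against a lower signal over background. The share leaves out reads outside peaks, so it cannot measure background, and that explanation stays open. Cells of pLN type mixed into these samples may account for the position: peaks higher in mLN needed 38.9% (GF) and 45% (SPF) of pLN signal and peaks higher in pLN 25.1% and 30.8%, a gap of up to 14.2 points. The gap exceeded the 10 points written beforehand as speaking against mixing, but the 4 other mLN libraries showed gaps of up to 29.1 points, so the bound was too narrow, and a condition on those libraries was added after the values were seen. No biological explanation was tested, and mixing cannot be told apart from a lower signal over background or from variation between samples.

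The deposited gene annotation and GRCm38 gene positions differed, and gene positions of another assembly are a candidate explanation. Offsets lay within 1 kb of the median of their 5 Mb bin in 94.1% of entries, as a shift between assemblies would give.

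For location in SPF mice, the 10 splits of the 6 libraries are too few for a share under 0.05. The real split gave 4567 DARs and was the only 1 with as many, and the highest other gave 34. For colonization in mLN, 2 of 10 splits gave as many DARs as the real split, which gave 1. Another split gave more, with 2, so this count did not exceed that of regrouped libraries, and 10 splits are again too few for a test. For location averaged over housing, 1 of 100 splits, the real one, gave as many as 6567. The splits treated all libraries as independent, which the labels do not show, so chance is excluded at that level only if they were. The highest other split gave 5215, the one that moved mLN-GF replicate 2 to the pLN side, and the one that moved mLN-GF replicate 1 gave 2338. For colonization averaged over location, 1 of 100 splits, the real one, gave as many as 28, with 2 as the highest other. Chance is excluded there only if the mLN and pLN libraries share no animals and no batch, which the labels do not show. A difference between colonies is not excluded.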
